A study of Saccharomyces cerevisiae with 4 samples.

How the data were processed

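The 4 samples were 2 ChIP-nexus libraries of Myc-tagged Pho4 and 2 of Myc-tagged Cbf1, in W303 strains of Saccharomyces cerevisiae. Per the labels' protocols, cells grew in rich medium at 25 °C, were moved to phosphate-free medium for 2 h to induce Pho4, and were crosslinked with formaldehyde before sonication and immunoprecipitation. The same protocol text is attached to the Cbf1 samples. Group and replicate number were taken from the sample titles. No input, untagged or phosphate-rich sample was used here, so peaks have no control beyond the authors' own local background.

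The deposited files were peak lists in narrowPeak layout, with 1 list per library, so the authors did not pool replicates. The aligner, the peak caller and its version, the genome build and the thresholds were not given in the sources used here. The authors' score column was the whole part of 10 times the −log10 q column in 99.7% to 99.95% of peaks. The authors' fold enrichment column is the ratio of the summit height to the local background. The authors' −log10 p and −log10 q columns were used to filter and rank peaks within a list. No peak ended past the end of an R64 chromosome, and 10 peak ends over 5 chromosomes equalled an R64 chromosome length, so coordinates were read as R64. The R64 sequence and annotation of the reference strain S288C were used for sites and genes, and W303 may differ from it at single sites. Peaks, sites and genes are given with 1-based coordinates.

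The lists ended at different places, which was seen only after the lists were opened. Peaks stood in the text order of chromosome names (I, II, III, IV, IX, M, V and so on), and 3 lists stopped before the last chromosome. All results therefore use the nuclear region reached by all 4 lists, which is chromosomes I to VI and IX and chromosome VII up to 856779. This departs from the plan, which took whole lists and 16 centromeres, and the whole extent of each list was added as an alternative chosen after seeing the data. Sequence past the end of a list was treated as not analysed here for that library. Mitochondrial peaks (21, 20, 13 and 9) were left out of the main results. No interval occurred more than once in a list, so each peak had 1 summit.

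Depth in reads is not part of the lists. Fold and −log10 p were solved together for a whole summit height k and a local background b, with fold equal to (k + 1)/(b + 1) and p as the Poisson chance of more than k reads. Peaks with −log10 p up to 250 were solved. A whole k matched −log10 p within 0.001 for 99.8% and 99.5% of these peaks in the Pho4 lists and 98.7% and 98.8% in the Cbf1 lists. When fold values were paired with the p of another peak of the same list, the match fell to 1.09% to 1.91%. The heights describe the lists, and summit height limits how small an enrichment a list can call.

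Consensus peaks of a factor were peaks of its shorter list that overlapped a peak of the other replicate by at least 1 bp. Overlaps were set against 1000 random placements of the shorter list's intervals on the same chromosomes within the compared region, one-sided. Jaccard indices were computed over covered bases. A CACGTG site was counted with a peak when its centre lay within 50 bp of the summit, and a T flank is T directly 5′ of the core on either strand. Odds ratios had 0.5 added to each cell. Promoters were the 500 bp upstream of a protein-coding gene's start, and a gene belonged to the region when its body and promoter did. Listed genes were compared with 10000 random lists of the same size. The 6-mer counts used windows of 50 bp on each side of the summit and of positions 250 bp away. Areas under the curve were tested with 100000 permutations of peaks within a list, two-sided, with Benjamini-Hochberg adjustment over the 4 libraries. Differences between factors were tested by exact permutation over the 6 assignments of the 4 libraries, whose smallest two-sided p is 0.33.

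Results, tests, alternatives and the rule for named items were fixed before the data were examined, apart from the compared region, which was set after the lists were opened, and the whole-extent alternative. The text names every listed gene, with values for the 3 of highest mean fold rank in each factor. It also names the 3 consensus peaks of highest mean fold rank in each factor, the 3 highest consensus peaks of each factor without a consensus peak of the other, and the 3 6-mers of largest odds ratio past the threshold in both libraries. The alternatives were the upper 50% of each list by −log10 q, lists of equal length, lists without peaks at repeats and noncoding RNA genes, stricter overlap rules and windows of 25 and 100 bp. Further alternatives were random placement in intergenic sequence, promoters of 1000 bp, T flanks on both strands against none, ranking by −log10 q, a reach of 500 bp around centromeres, replicate number as a block, and each library left out in turn.

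The procedures were tested on simulated data. Of 200 lists of 500 intervals placed without regard to the peaks, 5% had a placement p under 0.05. Of 20 6-mers planted in simulated windows, 20 were called, and 0 6-mers were called where none was planted. These windows lay at random positions, so a difference in base composition between summits and flanks was not simulated. A simulated log2 odds ratio of -2.58 at the sites of the region came back as -2.44 on average, where neighbouring sites can share a summit. For 300 simulated peaks the solved summit height was right in 100%. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.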

Results

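The series measured where 2 transcription factors of the budding yeast Saccharomyces cerevisiae sit on the genome. Pho4 and Cbf1 are basic helix-loop-helix proteins that both bind the E-box CACGTG. Pho4 acts on genes of phosphate uptake and storage, and Cbf1 acts on sulfur metabolism genes and at centromeres. Each factor carried a Myc epitope tag in its own W303 strain and was precipitated with the same anti-Myc antibody. Binding was read by ChIP-nexus, a form of chromatin immunoprecipitation in which an exonuclease trims the DNA up to the crosslinked protein. The labels give 2 libraries of Pho4 and 2 libraries of Cbf1, and attach the same growth and the same 2 h in phosphate-free medium at 25 °C to all 4. A comparison of 2 libraries with 2 allows no two-sided exact permutation p below 0.33, so differences between the factors are given with both libraries' values and the spread between replicates.

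The deposited lists held 2026 and 2210 peaks for Pho4 replicates 1 and 2, and 933 and 1575 peaks for Cbf1 replicates 1 and 2. They did not reach equally far along the genome. With chromosome names in text order, the Pho4 replicate 1 list ended on chromosome XIV at position 68625 and the Pho4 replicate 2 list ran to chromosome XVI. The Cbf1 replicate 1 list ended on chromosome VII at 856779, and the Cbf1 replicate 2 list ended on chromosome XIV at 6704. The values below cover the nuclear sequence that all 4 lists reach, which spans 8 chromosomes and 5035657 bp, or 41.7% of the nuclear genome. This region held 1105 and 941 Pho4 peaks and 920 and 853 Cbf1 peaks. Median peak widths were 286 and 274 bp for Pho4 and 299 and 310 bp for Cbf1.

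**Figure D1:**
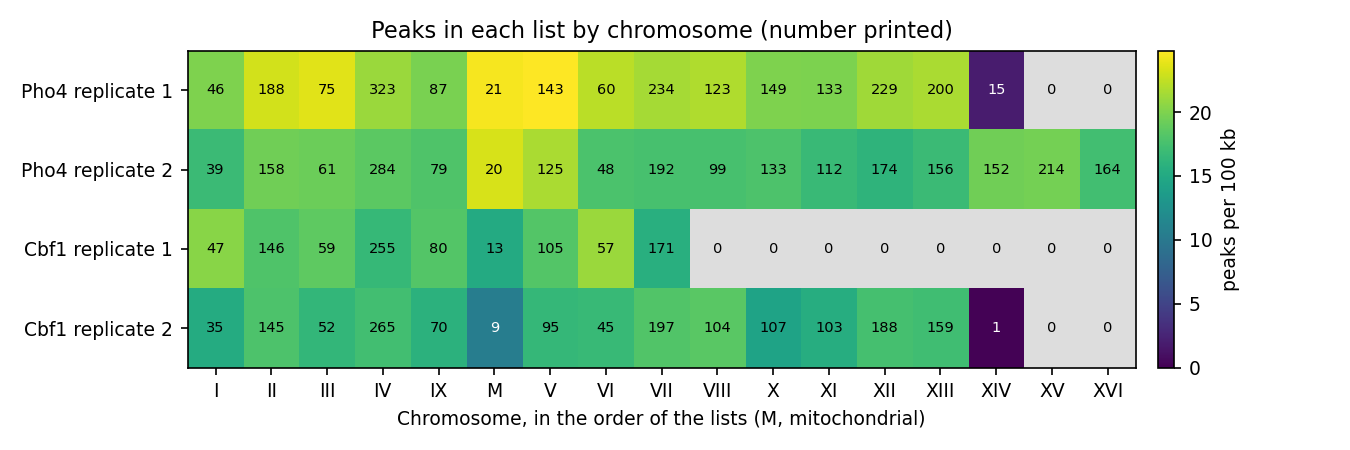
Number of peaks in each of the 4 lists (printed) on each chromosome in the order of the lists, with colour for peaks per 100 kb of the whole chromosome and grey where a list holds none. The last chromosome of a list that ends early is only partly covered, as for the 15 Pho4 replicate 1 peaks on chromosome XIV.

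The authors' fold enrichment is the height of a summit over its local background. Its median was 3.09 and 3.43 in the Pho4 lists and 2.18 and 2.80 in the Cbf1 lists. The lists give no read totals, so depth was described through the summit heights that the fold and p columns imply. The median summit height was 68 and 41 reads for Pho4 and 63 and 48 reads for Cbf1. The median local background was 21.7 and 11.6 reads for Pho4 and 28.1 and 17.6 reads for Cbf1, so the factors' libraries were interleaved in depth. Intervals on shares below are 95% Wilson intervals over peaks or sites and cover counting error alone.

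The first comparison asked how far replicates of 1 factor gave the same peaks. Of the 941 Pho4 replicate 2 peaks, 798 overlapped a Pho4 replicate 1 peak by at least 1 bp, or 84.8%. Random placement of the same intervals on the same chromosomes gave a mean of 14.5% and a highest value of 19.1% in 1000 placements (one-sided p 0.001, the smallest they can give). Of the 853 Cbf1 replicate 2 peaks, 625 overlapped a Cbf1 replicate 1 peak, or 73.3%, against a random mean of 15.4% and a highest value of 18.9% (one-sided placement p 0.001). The alternative that moved both values most required summits at most 50 bp apart, which left 60.9% for Pho4 and 38.7% for Cbf1, against random means of 2.20% and 1.84%. Random placement in intergenic sequence alone raised the random means to 28.1% and 23.1% at the main overlap rule. Peaks found in both replicates are called consensus peaks below. Across those peaks, the log2 fold of the replicates correlated with a Pearson r of 0.917 over 798 Pho4 peaks and 0.837 over 625 Cbf1 peaks. These correlations run across peaks, which are not independent replicates.

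The second comparison asked whether libraries of 1 factor resembled each other more than those of the other factor. The Jaccard index of covered bases was 0.579 between the Pho4 replicates and 0.506 between the Cbf1 replicates. The 4 pairs of libraries of different factors gave 0.224 to 0.264, with a mean of 0.246. The difference between the same-factor mean of 0.543 and the between-factor mean was 0.296. The exact permutation p over the 3 pairings was 0.33, the smallest possible, and both same-factor values lay above all 4 between-factor values. The upper 50% of each list by −log10 q moved the difference most, to 0.386.

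The consensus sets held 798 Pho4 and 625 Cbf1 peaks. Of the Cbf1 consensus peaks, 337 overlapped a Pho4 consensus peak, or 53.9%, against a random mean of 13.0% and a highest value of 17.0% (one-sided placement p 0.001, the smallest possible). Random placement in intergenic sequence alone gave a mean of 24.9% and a highest value of 29.3%. Seen from the other side, 352 Pho4 consensus peaks overlapped a Cbf1 consensus peak, or 44.1%. Requiring an overlap of at least 50% of both peaks, for the consensus sets too, reduced these to 441 Cbf1 and 680 Pho4 peaks, and 134 of the 441 were shared, or 30.4%, against a random mean of 2.67%. Both factors had a consensus peak at 36 of the 126 tRNA genes in the region, mostly without CACGTG, and no untagged control was used here to tell signal that does not depend on the tagged factor.

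**Figure D2:**
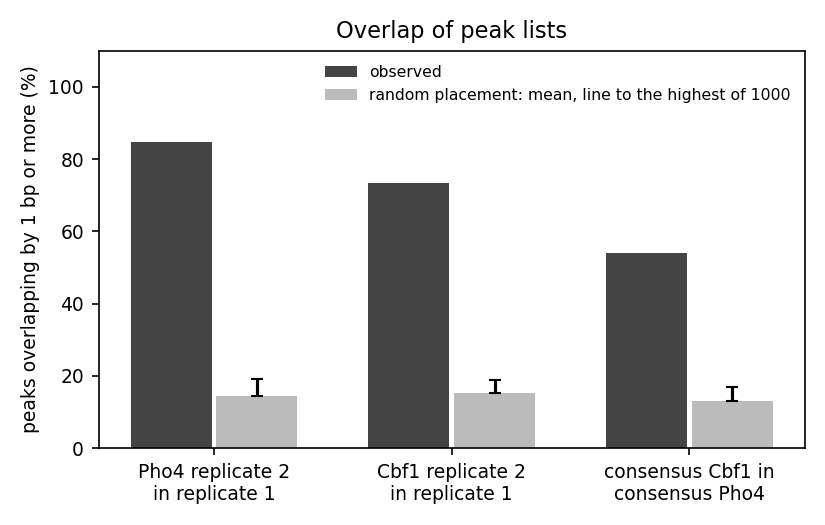
Percent of peaks that overlap the other list by 1 bp or more (dark bars), beside the mean of 1000 random placements (light bars, with a line to the highest placement). The observed values of 84.8%, 73.3% and 53.9% lie above the highest random values of 19.1%, 18.9% and 17.0%.

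The next comparisons concerned the E-box. CACGTG lay within 50 bp of 20.1% of Pho4 replicate 1 summits (interval 17.8 to 22.6) and 22.4% of Pho4 replicate 2 summits (19.9 to 25.2). It lay within 50 bp of 16% of Cbf1 replicate 1 summits (13.8 to 18.5) and 21.5% of Cbf1 replicate 2 summits (18.8 to 24.3). Random positions on the same chromosomes gave means of 0.762% to 0.783%, with a highest value of 1.99% in any library (one-sided p 0.001 in each library, the smallest that 1000 draws can give). The means were 21.3% ± 1.65 (SD, n = 2) for Pho4 and 18.7% ± 3.87 (SD, n = 2) for Cbf1, a difference within the spread between replicates (two-sided exact permutation p 0.667). The Cbf1 mean minus the Pho4 mean was -2.54 percentage points, and without Cbf1 replicate 1 it was 0.197 points. With lists of equal length it was -5.16 points, with both Pho4 values above both Cbf1 values.

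The base beside the core was compared next, because the 2 factors are known to differ in their preference for T directly 5′ of CACGTG. Among the CACGTG sites nearest a summit, 41.4% and 40.3% in the Pho4 lists had T in that place on at least 1 strand (intervals 35.2 to 48.0 and 33.9 to 47.0). In the Cbf1 lists the shares were 74.1% and 69.4% (66.5 to 80.5 and 62.4 to 75.6). The factor means were 40.9% ± 0.818 (SD, n = 2) and 71.8% ± 3.36 (SD, n = 2), a difference of 30.9 percentage points (two-sided exact permutation p 0.33, the smallest possible). The difference exceeded the spread between replicates of either factor. It moved most with the upper 50% of each list by −log10 q, to 40.6 points.

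The region held 399 of the 951 CACGTG sites of the nuclear genome, which gives a denominator that does not depend on the peaks. Of these, 170 had no T flank, 182 had a T flank on 1 strand and 47 on both. Pho4 summits lay within 50 bp of 77.1% and 74.7% of the sites without a T flank, 48.9% and 44.5% of those with 1, and 17.0% and 21.3% of those with 2. Cbf1 summits lay near 24.7% and 34.7%, 46.2% and 53.8%, and 63.8% and 72.3% of the same 3 classes. The log2 odds ratio of a summit for sites with a T flank over sites with none was -2.18 and -2.15 for Pho4, with standard errors of 0.32 in both lists. It was 1.58 and 1.35 for Cbf1, with standard errors of 0.32 and 0.30. The means were -2.16 ± 0.02 (SD, n = 2) and 1.47 ± 0.17 (SD, n = 2), and their difference of 3.63 exceeded the spread between replicates (two-sided exact permutation p 0.33, the smallest possible). Setting sites with a T flank on both strands against sites with none moved this difference most, to 6.0.

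**Figure D3:**
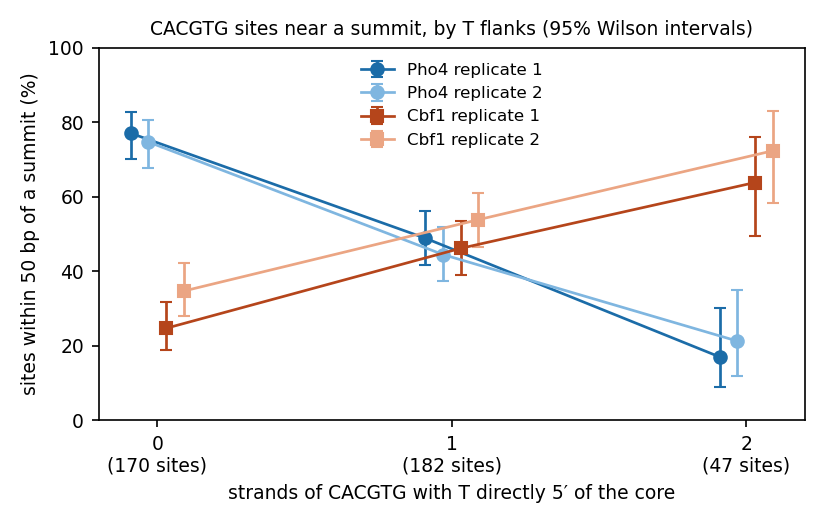
Percent of the CACGTG sites in the compared region that lie within 50 bp of a summit (vertical axis), by the number of strands with T directly 5′ of the core (horizontal axis), for the 4 libraries with 95% Wilson intervals. The Pho4 lists fall from 77.1% and 74.7% at 0 flanks to 17.0% and 21.3% at 2, and the Cbf1 lists go from 24.7% and 34.7% to 63.8% and 72.3%.

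Sites were also sorted by the consensus peaks of each factor. A consensus summit of Pho4 alone lay near 104 sites, of which 19 had a T flank, or 18.3%. A consensus summit of Cbf1 alone lay near 54 sites, and all 54 had a T flank. Fisher's exact test of these 2 sets gave a two-sided p of 2.04e-26 and a log2 odds ratio of 8.90 after adding 0.5 to each cell. With lists of equal length the log2 odds ratio moved most, to 6.69. Sites are not replicates, so this test describes these lists. Consensus summits of both factors lay near 109 sites, 67 of them T-flanked, and 132 sites had neither, 89 of them T-flanked.

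Within each list, peaks with CACGTG near the summit ranked higher by the authors' fold than peaks without it. The area under the curve, which is the probability that a peak of the first kind has the higher fold, was 0.788 and 0.778 for Pho4 and 0.852 and 0.864 for Cbf1. The adjusted two-sided permutation p was 1e-05 in each of the 4 lists, the smallest that 100000 permutations of peaks can give. Among peaks with CACGTG, those with a T flank ranked below the others in the Pho4 lists, with areas of 0.307 and 0.326 (92 against 130 peaks and 85 against 126). They ranked above the others in the Cbf1 lists, with areas of 0.761 and 0.787 (109 against 38 peaks and 127 against 56). The adjusted permutation p was 1.33e-05 in 3 lists and 4e-05 in Pho4 replicate 2. The factor means of 0.317 ± 0.0140 (SD, n = 2) and 0.774 ± 0.0183 (SD, n = 2) differed by 0.457, more than the spread between replicates (two-sided exact permutation p 0.33, the smallest possible). The difference in means moved most with T flanks on both strands set against none, to 0.665.

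The median distance from the summit to the centre of the nearest CACGTG, over peaks with one within 50 bp, was 17.5 and 10.5 bp for Pho4 and 22.5 and 17.5 bp for Cbf1. The means of 14.0 ± 4.95 (SD, n = 2) and 20.0 ± 3.54 bp (SD, n = 2) were not separated (two-sided exact permutation p 0.667). Both Pho4 medians lay below both Cbf1 medians with a window of 100 bp (difference 7 bp), without peaks at repeats and noncoding RNA genes (5.25 bp) and over the whole extent of each list (7 bp), with an exact permutation p of 0.33 in each. The difference of 6 bp in the main setting ranged from 2.5 to 9.5 bp when 1 library was left out, so single libraries decide its size, though not its sign. Among libraries of equal replicate number, the Cbf1 median was the higher for both numbers.

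An unbiased count of all 6-mers, each taken with its reverse complement, found 149 enriched at Pho4 summits and 11 at Cbf1 summits in both libraries. Enrichment was over flanking windows 250 bp away, by Fisher's exact test with Benjamini-Hochberg adjustment at 0.05 within each library. Of the 11 Cbf1 6-mers, 10 were also among those of Pho4. Single libraries decided these counts. Pho4 replicate 1 alone had 281 and replicate 2 alone had 187, while Cbf1 replicate 1 alone had 15 and replicate 2 alone had 41. At summits without CACGTG the counts were 270 and 192 for Pho4 replicates 1 and 2, and 0 and 35 for Cbf1. The Pho4 counts therefore do not rest on the E-box, and a difference in base composition between summits and flanks was not tested as their cause. CACGTG had the largest mean odds ratio for both factors, with 34.4 and 39.8 in the Pho4 libraries and 40 and 33.4 in the Cbf1 libraries. ACGTGC and ACACGT followed for Pho4, with odds ratios of 11.0 and 12.1 for ACGTGC and 7.47 and 10.1 for ACACGT. ACGTGA and ACGTGC followed for Cbf1, with odds ratios of 8.35 and 10.3 for ACGTGA and 6.69 and 7.97 for ACGTGC. The order of these 6-mers by odds ratio describes the lists.

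Summits were placed against genes of the R64 annotation, a build deduced from the peak ends. In the Pho4 lists, 47.5% and 48.7% of summits lay within 500 bp upstream of the start of a protein-coding gene (intervals 44.6 to 50.5 and 45.5 to 51.9). In the Cbf1 lists, 32.1% and 31.3% did so (29.1 to 35.2 and 28.3 to 34.5). Random positions gave means of 21.1% to 21.3%, with a highest value of 26.1% in any library (one-sided p 0.001 in each library). The factor means were 48.1% ± 0.820 (SD, n = 2) and 31.7% ± 0.540 (SD, n = 2), and the Cbf1 mean minus the Pho4 mean was -16.4 percentage points, beyond the spread between replicates (two-sided exact permutation p 0.33, the smallest possible). The upper 50% of each list by −log10 q moved this value most, to -12.4 points.

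Cbf1 binds element I of the centromere DNA, so centromeres were counted. The compared region holds 8 of the 16 centromeres. All 8 had a peak within 100 bp in each Cbf1 list, against 2 in Pho4 replicate 1 and 1 in Pho4 replicate 2. The means of 8.0 ± 0.0 (SD, n = 2) and 1.5 ± 0.707 (SD, n = 2) differed by 6.5, more than the spread between replicates (two-sided exact permutation p 0.33, the smallest possible). The upper 50% of each list moved the difference most, to 7.5. At the centromeres with a Cbf1 peak the median authors' fold percentile within the whole list was 86.3 and 85.9. The summits of these peaks lay at median distances of 153.5 and 121 bp from element I, and 1116.5 bp away at the centromere of chromosome V in replicate 1, so the counts are of peaks over centromeres and do not place the protein on element I. Over the whole extent of each list, Cbf1 replicate 2 had a peak at 13 of 13 covered centromeres, Pho4 replicate 1 at 4 of 13 and Pho4 replicate 2 at 3 of 16.

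A list of 18 phosphate genes and a list of 19 sulfur genes were fixed beforehand. The compared region covers 10 and 9 of them. Of the 10 phosphate genes, 8 had a Pho4 consensus summit within 500 bp upstream. The mean in 10000 random lists of protein-coding genes was 2.00 (one-sided permutation p 0.0001, the smallest possible, adjusted 0.0004 over 4 tests). The 8 with a summit were PHO5, PHO11, PHO89, VTC1, VTC2, PHM6, PHM8 and GPP2, while PHO8 and GIT1 had none. With promoters of 1000 bp the count was 10 of 10, and over the whole extent of the Pho4 lists, which covers more of the listed genes, it was 14 of 16. Of the same 10 genes, 5 had a Cbf1 consensus summit, against a random mean of 1.11 (one-sided permutation p 0.0022, adjusted 0.00293). This count fell to 2 when replicate summits had to be at most 50 bp apart (one-sided permutation p 0.169). Of the 9 sulfur genes, 4 had a Cbf1 consensus summit, against a random mean of 1.00 (one-sided permutation p 0.0129, adjusted 0.0129). They were MET10, MET28, MET32 and CYS3, and the same stricter rule left 2 (one-sided permutation p 0.145). Of the same 9 genes, 7 had a Pho4 consensus summit, against a random mean of 1.79 (one-sided permutation p 0.0009, adjusted 0.0018). The genes not reached by all 4 lists were PHO12, PHO81, PHO84, PHO86, SPL2, VTC3, VTC4 and CTF19 for phosphate, and MET1, MET2, MET3, MET5, MET14, MET16, MET17, SUL2, SAM1 and GSH1 for sulfur. The remaining sulfur genes in the region were MET8, MET30, SUL1, MUP1 and STR3.

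The 3 listed genes that ranked highest are given for each factor, by mean fold rank of the consensus peak. For Pho4 the summit lay 301 bp upstream of VTC2 (YFL004W, chromosome VI, 131810 to 134296, plus strand), with an authors' fold of 36.8 and 35.5 in replicates 1 and 2. It lay 278 bp upstream of PHM6 (YDR281C, chromosome IV, 1022007 to 1022321, minus strand), with 35.7 and 34.4, and 335 bp upstream of PHO89 (YBR296C, chromosome II, 796798 to 798522, minus strand), with 32.3 and 31.5. The E-boxes with 3 flanking bases on each side were ACCCACGTGCTG at VTC2, TCCCACGTGTCA at PHM6 and TCCCACGTGCTG at PHO89, none with a T flank. For Cbf1 the summit lay 220 bp upstream of MET28 (YIR017C, chromosome IX, 383556 to 384119, minus strand), with 8.69 and 19.0. It lay 241 bp upstream of CYS3 (YAL012W, chromosome I, 130799 to 131983, plus strand), with 6.96 and 16.7, and 399 bp upstream of MET32 (YDR253C, chromosome IV, 963990 to 964565, minus strand), with 4.49 and 12.7. The E-boxes were AGTCACGTGCAC at MET28 and TGTCACGTGCAT at MET32, with 1 T flank each, and ATTCACGTGATC at CYS3, with 2.

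The 3 highest Pho4 consensus peaks by mean fold rank all overlapped a Cbf1 consensus peak. The first spanned 481654 to 482094 on chromosome IV, inside the coding gene KCS1 (YDR017C, 479115 to 482267), with fold 39.0 and 39.8 in replicates 1 and 2 and the E-box CGCCACGTGTTT. The next spanned 298903 to 299426 on chromosome III, between genes, with fold 39.1 and 38.3 and the E-box ATGCACGTGCGC. Its summit at 299108 lay 503 bp upstream of GIT1 (YCR098C), just outside the 500 bp promoter. The last spanned 1345220 to 1345671 on chromosome IV, 370 bp upstream of APT2 (YDR441C), with fold 42.7 and 38.2 and the E-box ACCCACGTGGCC.

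The 3 highest Cbf1 consensus peaks all overlapped a Pho4 consensus peak. They spanned 609403 to 610239 on chromosome VII (fold 18.0 and 28.6), 386400 to 387387 on chromosome V (14.1 and 28.4) and 416605 to 417477 on chromosome IV (13.7 and 26.6). Their summits lay 634 bp upstream of ERG25 (YGR060W), 228 bp upstream of LSM4 (YER112W) and 396 bp upstream of RPN4 (YDL020C), all between genes. The nearest E-boxes were AGTCACGTGCGG with 1 T flank, and TGTCACGTGATA and GATCACGTGATT with 2.

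Of the Pho4 consensus peaks without a Cbf1 consensus peak, the 3 highest lay upstream of PHO89 (798693 to 799173 on chromosome II), inside TVS1 (YCR061W, peak 226000 to 226608 on chromosome III) and upstream of PHO5 (YBR093C, peak 430972 to 431756 on chromosome II). Their folds were 32.3 and 31.5, 22.8 and 23.5, and 24.9 and 21.3, and none of their E-boxes TCCCACGTGCTG, GTGCACGTGGCT and TCCCACGTGTGA had a T flank. Of the Cbf1 consensus peaks without a Pho4 consensus peak, the highest spanned 449113 to 450111 on chromosome IV, over the centromere at 449711 to 449821, with fold 11.8 and 23.5. Its summit at 449774 had no CACGTG within 50 bp, and the annotated element I there reads GTCACATGCT. The next spanned 369662 to 370419 on chromosome IX, 214 bp upstream of PAN1 (YIR006C) and over a tRNA gene, with fold 10.5 and 23.5 and no CACGTG within 50 bp. The last spanned 99281 to 100488 on chromosome I, 182 bp upstream of DRS2 (YAL026C), with fold 10.1 and 20.3 and the E-box AATCACGTGATC, which has 2 T flanks.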

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

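Of the tests in this part, those on a mislabelled library and on a shortened list were chosen after the result they measure had been seen, and the lists of equal length, an alternative fixed before the data were examined, were taken as a test of list length only after their values had been seen. The others were chosen before.

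A T flank went with fewer summits in both Pho4 libraries and more in both Cbf1 libraries. The log2 odds ratios were -2.18 and -2.15 for Pho4 replicates 1 and 2, and 1.58 and 1.35 for Cbf1 replicates 1 and 2. Every library of 1 factor moved against every library of the other, which is why the result is listed here. The exact permutation test used here cannot go below 0.33 with 2 libraries on each side, so the difference was not tested beyond that p. Unequal list lengths are argued against, because with lists of equal length the Cbf1 mean minus the Pho4 mean was 3.83, beyond the spread between replicates. That cut left both Cbf1 values as they were and moved those of Pho4 to -2.47 and -2.26, so it probed the Pho4 lists alone. T-flanked sites lying outside promoters is also argued against. The T-flanked sites were in promoters more often, 91 of 229 against 41 of the 170 others, and among these 132 promoter sites alone the difference was 3.60. A single mislabelled library would resemble the other factor, yet the lowest Jaccard index between replicates, 0.506, exceeded the highest between factors, 0.264. Exchanged labels of both libraries of each factor would not show in that test. The Pho4 summits upstream of PHO5 and PHO89, where neither Cbf1 list had one, go with the labels as given. So do the Cbf1 peaks at 8 of 8 centromeres. Of the 10 listed phosphate genes, 8 had a Pho4 and 5 a Cbf1 consensus summit, which also goes with the labels. Of the 9 listed sulfur genes, 7 had a Pho4 and 4 a Cbf1 consensus summit, which goes against them. Upstream of VTC2 both factors had a consensus summit, with fold 36.8 and 35.5 in Pho4 replicates 1 and 2. The fold there was 3.48 and 6.46 in Cbf1 replicates 1 and 2. Within their own lists these peaks had a mean fold percentile of 99.6 for Pho4 and 80.9 for Cbf1. Sites that differ between W303 and the reference are the same sites for both factors, so they cannot by themselves give opposite signs, and how far they shift each value was not tested. Explanations other than these were not tested. A difference in sequence preference between the proteins is a hypothesis that stays open. It was set before the data were examined, and 2 libraries of each factor do not settle it.

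The rank of T-flanked peaks within each list also took opposite directions. The areas under the curve were 0.307 and 0.326 for the Pho4 lists and 0.761 and 0.787 for the Cbf1 lists, around a value of 0.5 for no order. The difference was again not tested beyond its exact permutation p of 0.33. It stayed at 0.428 with lists of equal length, more than the spread between replicates, which argues against list length as the cause. That cut again left both Cbf1 values as they were and moved those of Pho4 to 0.348 and 0.342. The fold of a peak is the authors' own value over a local background, and how that background was built is not given in the sources used here, so an effect of the caller on ranks stays open.

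Peaks on the mitochondrial genome are outside the main measurement. There were 21 and 20 in the Pho4 lists and 13 and 9 in the Cbf1 lists, with median fold 4.42, 4.51, 3.01 and 1.86. No control sample was used here to set them against. Their median local background was 2.28 and 1.62 reads in Pho4 replicates 1 and 2 and 0.33 in Cbf1 replicate 1. These folds thus rest on a lower background than the nuclear ones (medians 21.7, 11.6 and 28.1 in the same lists). No such median was obtained for Cbf1 replicate 2. The peaks held 27.9% to 33.0% GC, against 17.1% in the mitochondrial genome. Binding at CACGTG is argued against, because over the 4 lists 1 mitochondrial summit had CACGTG within 50 bp and the mitochondrial reference has 2 such sites. In all 4 pairs of libraries of different factors the mitochondrial peaks overlapped more than random placement gave (5 to 7 shared peaks of 9 or 13, adjusted p 0.002 to 0.0048). This would be consistent with signal that does not depend on the tagged factor, such as the base composition of the mitochondrial genome or antibody background, and these were not separated. Placement was uniform, so sequence that no read can be placed on may raise the overlap too.

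Nuclear peaks outside the compared region numbered 900 in Pho4 replicate 1, 1249 in Pho4 replicate 2 and 713 in Cbf1 replicate 2. They lie past the end of the shortest list. Cbf1 replicate 2 had 713 nuclear peaks past the last peak of Cbf1 replicate 1, and Pho4 replicate 2 had 514 past the last peak of Pho4 replicate 1. A list that is shorter than what was called is a likely cause of the ends of Cbf1 replicate 1 and Pho4 replicate 1. A library without binding on whole chromosomes would need a replicate with few peaks there. The end of the Cbf1 replicate 2 list could not be tested in this way, because Cbf1 replicate 1 ends earlier. No biological explanation was tested. The main results leave these peaks out. The whole-extent alternative takes them in for values of single libraries and their means, and for the counts of enriched 6-mers. For the other results that need several lists it stops where the shortest of these ends.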

How the results depend on the processing

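All alternatives except the whole extent of each list were fixed before the data were examined. Over 24 results there were 214 alternative values, and no called result changed direction. Of these, 15 equal the main value by construction (7 with replicate as a block, 6 with the whole extents and 2 with lists of equal length) and show nothing about stability. A further 169 kept their side of the threshold, moved by less than 1 SD between replicates or, for counts, by at most 1.5 times. Random placement in intergenic sequence could change only the p of 3 overlaps, not their values. The threshold was lost by 1, and 29 moved by more. In designs with 2 libraries on each side the smallest two-sided exact p is 0.33, so a p that stays there says nothing about stability. The cause of the changes below was not tested unless the construction of the alternative gives it.

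The threshold lost was that of the listed sulfur genes with a Cbf1 peak, which fell from 4 to 2 when replicate summits had to be at most 50 bp apart (one-sided permutation p 0.145). The listed phosphate genes with a Cbf1 peak, which are not among the 24 results, fell from 5 to 2 under the same rule (one-sided permutation p 0.169). That rule leaves 330 of the 625 Cbf1 consensus peaks.

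With the upper 50% of each list by −log10 q, the difference in Jaccard index was 0.386, that in T-flank share 40.6 points, that in log2 odds ratio 4.21, that in promoter share -12.4 points, that in centromeres 7.5 and that in the area under the curve for T-flanked peaks 0.384. The enriched 6-mers numbered 89 for Pho4 and 17 for Cbf1. With lists of equal length the Jaccard difference was 0.327, the log2 odds ratio difference 3.83, the promoter difference -19.1 points and the area difference 0.428. Without peaks at repeats and noncoding RNA genes the promoter difference was -18.4 points.

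A window of 25 bp gave a T-flank share difference of 38.9 points, an area difference of 0.485 and 59 enriched 6-mers for Pho4, and a window of 100 bp gave a T-flank share difference of 26.7 points. T flanks on both strands against none gave differences of 34.3 points in share, 6.0 in log2 odds ratio and 0.665 in area. Promoters of 1000 bp gave a promoter difference of -14.1 points, ranking by −log10 q an area difference of 0.496, and a reach of 500 bp a centromere difference of 6. The whole extent of each list gave a promoter difference of -18.4 points and 333 enriched 6-mers for Pho4, which more peaks tested would raise.

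Leaving out each library in turn moved the centromere difference between 6 and 7, the enriched Pho4 6-mers between 187 and 281 and the enriched Cbf1 6-mers between 15 and 41. The highest counts came without Pho4 replicate 2 and without Cbf1 replicate 1, where 1 library had to pass in place of 2. The CACGTG share difference, which was within the spread between replicates, was -2.54 points. It was 0.197 points without Cbf1 replicate 1 and -5.28 points without Cbf1 replicate 2, and -5.16 points with lists of equal length, where the factors' values did not overlap. The difference in summit distance to CACGTG, 6 bp, ranged from 2.5 to 9.5 bp and was 3 bp with a window of 25 bp. Values of a single library and the overlaps between replicates have no such alternative.

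Replicate numbers are shared by both factors. Over 350 loci with a peak in all 4 lists, the differences between replicates 1 and 2 of the factors correlated with a Pearson r of 0.127, and the mean Jaccard index between factors was 0.244 for equal and 0.248 for unequal numbers. Replicate 1 had the higher median local background in both factors (21.7 against 11.6 reads for Pho4, 28.1 against 17.6 for Cbf1). It also had the higher median summit distance to CACGTG in both (17.5 against 10.5 bp for Pho4, 22.5 against 17.5 bp for Cbf1). An effect shared by equal numbers is therefore not excluded. With 2 pairs the numbers were not taken to pair the libraries. With replicate as a block the differences are the same by construction, such as 3.63 for the log2 odds ratio, and the smallest sign-flip p over 4 sign patterns is 0.5.

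The alternative for several summits in 1 interval moves nothing, as no interval repeats, and was not run. Depth limits the weakest peaks, as the median local background ranged from 11.6 to 28.1 reads.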

Other observations

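Of the tests in this part, those on the width of peaks without CACGTG and on purines at sites outside promoters were chosen after their results had been seen, and the others before. The patterns themselves were noticed in these data.

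Cbf1 peaks at CACGTG were wider than Pho4 peaks at CACGTG. The median widths were 834 and 664 bp in the Cbf1 lists and 353.5 and 323 bp in the Pho4 lists (means 749 ± 120 and 338 ± 21.6 bp, SD, n = 2; two-sided exact permutation p 0.33, the smallest possible). Lists with wider peaks overall are argued against, because peaks without CACGTG had a ratio of median widths of 1.02, Cbf1 over Pho4, with the medians averaged over the 2 libraries. Higher peaks being wider is argued against as well. When each Cbf1 peak was matched to the Pho4 peak of the same replicate number with the nearest −log10 p, the ratio of median widths was 2.36 and 1.83, and the lower of these, 1.83, stayed well above 1. The −log10 p of 2 lists depends on depth, so this matching is approximate. Differences in fragment length or in trimming between libraries, and a longer footprint of Cbf1 with its partners, may each add width and were not tested.

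Promoter shares went in opposite directions with and without the E-box. Summits at CACGTG were in promoters in 36.5% and 38.4% of Pho4 peaks and 47.6% and 45.9% of Cbf1 peaks. Summits without CACGTG were in promoters in 50.3% and 51.6% of Pho4 peaks and 29.1% and 27.3% of Cbf1 peaks. A candidate explanation was weak Cbf1 peaks inside genes. In the upper 50% of each list by −log10 q the Cbf1 share minus the Pho4 share was still -12.4 percentage points, so weak peaks do not account for the whole difference. What the Cbf1 peaks without CACGTG are was not resolved.

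CACGTT stood out near Pho4 summits that lack CACGTG. It was present at 18.4% and 18.5% of those summits, against 2.82% and 2.40% of flanking windows, with odds ratios of 7.74 and 9.11. The shares at Cbf1 summits without CACGTG were 5.15% and 7.27%, with odds ratios of 1.29 and 2.17. The adjusted Fisher's exact p was 0.640 and 0.0256, so CACGTT passed the threshold in Cbf1 replicate 2 as well. Base composition is argued against, because the next highest odds ratio among the 180 6-mers of the same bases was 3.30 and 2.77 in the Pho4 libraries, below the 7.74 of CACGTT. CACGTT lay near the Pho4 summits upstream of PHO11 and PHM8, which have no CACGTG within 50 bp. PHO11 had no Cbf1 summit in either library. At PHM8 a Cbf1 consensus summit at 225606 lay beside the Pho4 summit at 225599, also without CACGTG and with CACGTT within 50 bp. Binding of Pho4 to this variant core may be the source and remains a hypothesis.

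Among the 182 sites with a T flank on exactly 1 strand, the base before the T was compared. Cbf1 summits lay near 75.5% and 75.5% of the 98 sites with a purine there and 11.9% and 28.6% of the 84 sites with a pyrimidine. The Cbf1 log2 odds ratios were 4.43 and 2.91, and the lower value of 2.91 would be consistent with a preference of Cbf1 for a purine before the T. Pho4 summits had the same direction, with 1.16 and 2.37, so over all these sites the pattern is not specific to Cbf1. The means of 3.67 ± 1.08 and 1.76 ± 0.85 (SD, n = 2) differed by 1.91 (two-sided exact permutation p 0.33, the smallest possible). Purine sites lay in promoters more often (51.0% against 20.2%). Among promoter sites alone the Cbf1 values were 3.06 and 1.62, with adjusted Fisher's exact p of 0.00156 and 0.0856 in the 2 libraries, over 50 purine and 17 pyrimidine sites. The Pho4 values there were -0.37 and 1.82 (adjusted Fisher's exact p 0.770 and 0.0771), so in promoters the Pho4 direction was not kept in replicate 1. Outside promoters, Cbf1 summits lay near 77.1% and 72.9% of 48 purine sites and 8.96% and 22.4% of 67 pyrimidine sites, with log2 odds ratios of 4.95 and 3.15 (adjusted two-sided Fisher's exact p 1.67e-13 and 1.39e-07). The Pho4 values outside promoters were 1.33 and 2.13 (adjusted two-sided Fisher's exact p 0.0204 and 0.000407). Location in promoters is therefore argued against as the cause for Cbf1. Why Pho4 shares the direction was not resolved.

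Peaks at tRNA genes were frequent and lacked the E-box. Of the 126 nuclear tRNA genes in the region, 39 had a Pho4 consensus peak and 74 a Cbf1 consensus peak, where random placement gave means of 9.06 and 9.39. Single libraries had 81 and 39 for Pho4 and 70 and 91 for Cbf1, so replicate 2 sets the Pho4 count and the order of the factors differs between replicates. CACGTG lay within 50 bp of 1 of the 39 Pho4 summits and 0 of the 72 Cbf1 summits. Both factors had a consensus peak at 36 tRNA genes, where independence gave 22.9 (Fisher's exact p 1.32e-07, two-sided). This would be consistent with signal that does not depend on the tagged factor, for instance at highly transcribed genes, and an untagged control was not used here. Leaving out peaks at repeats and noncoding RNA genes changed no direction among the main results.

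Upstream of the 9 sulfur genes in the region, 7 had a Pho4 consensus summit. CACGTG or CACGTT lay within 50 bp of 3 of the 7, at MET10, MET32 and CYS3, and these same 3 summits lay within 50 bp of a Cbf1 consensus summit. The other 4, at MET28, SUL1, MUP1 and STR3, had neither. Their mean Pho4 fold percentiles differed, with 92.9 at STR3, 77.1 at MUP1, 56.2 at MET28 and 34.3 at SUL1. Signal that does not depend on the tagged factor and binding at the same sites as Cbf1 cannot be told apart here, since 3 summits go with the second and 4 do not, and 7 genes are too few. Signal of the first kind would also appear in the Cbf1 lists, yet SUL1 had a summit in neither Cbf1 library, and MUP1 and STR3 had one in replicate 1 alone. MET28 had a Cbf1 consensus summit more than 50 bp from that of Pho4. The Pho4 summit lay at 384263, the Cbf1 summit at 384339 and CACGTG at 384333, so the place of MET28 among the 4 depends on the 50 bp window.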
